# The major vault protein is dispensable for zebrafish organ regeneration

**DOI:** 10.1016/j.heliyon.2020.e05422

**Published:** 2020-11-03

**Authors:** Xue Zhang, Yuxi Yang, Xiaoxue Bu, Yuanyuan Wei, Xin Lou

**Keywords:** Major vault protein, Regeneration, Zebrafish, Knockout, Anti-apoptotic effect, Biological sciences, Cell biology, Cell death, Developmental genetics, Regenerative medicine

## Abstract

As the main constituent of the largest cellular ribonucleoprotein complex, the evolutionary highly conserved major vault protein (MVP) has been proposed play vital roles in the regeneration of multiple organs. In current study, we use a *mvp* knockout zebrafish line recently generated to characterize the function of MVP during organ regeneration. We found the regenerative capacity of heart, spinal cord and fin is preserved in *mvp* knockout zebrafish. Further experiments demonstrated in injured *mvp* knockout zebrafish, the cell death is enhanced while the transcriptome landscape is largely unchanged. These data showed MVP acts as an anti-apoptotic factor at early phase of injury response while plays a dispensable role in the regenerative programs in zebrafish.

## 1 Introduction

The evolutionary highly conserved major vault protein (MVP) is the main constituent of the largest naturally occurring ribonucleoparticles known as vaults (Berger et al., 2009). Crystallography results shows 78 copies of the MVP protein assemble into the structural shell of vault (Tanaka and Tsukihara, 2012). Recently, studies have demonstrated that MVP is implicated in the regulation of multiple cellular processes including nucleocytoplasmic transport, signaling transduction, cellular differentiation, cell survival, and immune responses (Li et al., 2019; Minaguchi et al., 2006; Ryu et al., 2008; Vollmar et al., 2009). Due to majority of the research was carried out on *in vitro* systems, physiological role of MVP largely remains unknown.

Though an absolute function of cellular vaults has not been determined, several reports suggested these ribonucleoprotein particles might play a role in organ regeneration of zebrafish. Expression analysis revealed after injury, expression of MVP is induced in heart, caudal fin and spinal cord of zebrafish (Ma et al., 2018; Pan et al., 2013; Yoshinari et al., 2009). By using an morpholino-based knock-down approach, researchers observed reduced axonal regrowth after spinal cord transection and proposed MVP supports locomotor recovery and axonal regrowth in adult zebrafish (Pan et al., 2013). While so far the function of MVP on regeneration has not been systematically examined and evaluated by using genetic tools.

In this report, we generated a *mvp* knockout zebrafish line to characterize the function of MVP during organ regeneration. The *mvp*^*−/−*^ zebrafish are viable and show no obvious physical abnormalities. Our data indicate the absence of MVP leads no significant change on the regenerative capacities of heart, spinal cord and fin in zebrafish. Further experiments demonstrated in injured *mvp* knockout zebrafish, the cell death is significantly enhanced while the transcriptome landscape is largely unaltered. These data showed MVP acts as an anti-apoptotic factor at early phase of injury response while plays dispensable role in the regenerative programs in zebrafish.

## 2 Results

### 2.1 Expression of *mvp* during regeneration

To better define the spatiotemporal expression pattern of *mvp* during regeneration, we generated a *mvp:EGFP* reporter strain with BAC sequences containing zebrafish *mvp* (Figures 1A and S1) and evaluated EGFP signal in injured heart, spinal cord and fin. After resection of the ventricular apex, *mvp-*driven EGFP was induced throughout the outer compact layer of ventricular myocardium by 24 h. From 3 to 7 days post-amputation (dpa), the transactivation of EGFP was confined into primordial layer of myocardium then gradually switched off (Figure 1B and data not shown). By 24 h post spinal cord transection surgery, EGFP signals could be observed in the ependymal cells lining the central canal in adult zebrafish. As the regeneration process started, the EGFP expression briefly expanded to the neurons close to injure site and mostly disappeared at 7 days post-injury (dpi) (Figure 1C). After caudal fin amputation surgery, bright EGFP signal emerged in wound epidermis from about 24 h. During the formation of blastema, *mvp-*driven EGFP was expressed in the blastemal mesenchyme. At the regenerative outgrowth stage, EGFP signals was restrained into newly-formed actinotrichia, the non-mineralized spicules at the distal margin of the fin (Figure 1D). Altogether, these data showed the expression of *mvp* responses to the injure signals at acute response phase so MVP possibly plays a role in regulation of inflammation and cell survival during the early stage of regeneration in multiple organs.

**Figure 1:**
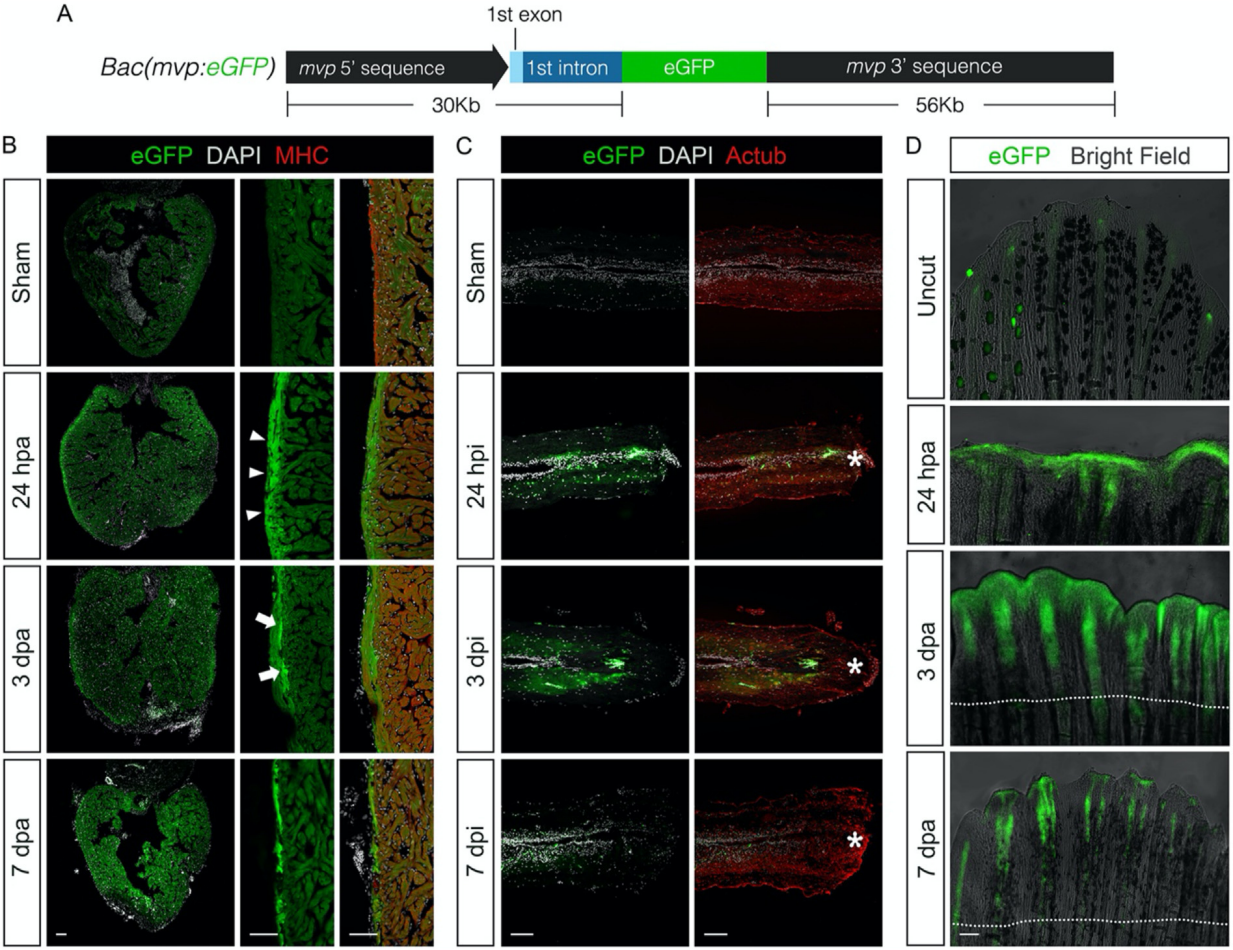
Expression analysis of *mvp* during zebrafish organ regeneration. (A) Schematic illustration of transgenic constructs for *mvp* reporter strain. (B–D) *mvp:EGFP* expression in heart, spinal cord and fin at designated time points. Arrowheads in B indicate expression in compact layer of ventricle wall. Arrows in B indicate expression in primordial layer of myocardium. Asterisks in C indicate injury epicenter. Dotted line in D indicate the approximate resection plane. A to C, scale bar = 100 μm.

### 2.2 Generation of *mvp* knockout zebrafish

To elucidate the function of *mvp* in regeneration, we used CRISPR-Cas9 strategy to disrupt the zebrafish *mvp* gene. Multiple sgRNAs targeting *mvp* locus were designed (Figure 2A), transcribed and injected into 1-cell stage zebrafish embryo with Cas9 protein. F1 individuals were generated by cross the injected founders with wild-type AB fish and screened for presence of deletion of the whole *mvp* coding region. Among the alleles were obtained and displayed consistent phenotype (data not show) through this procedure, the one bearing a 22,490-bp deletion on *mvp* locus was chosen to be used in the subsequent analysis (Figure 2A and Figure S1). To confirm that loss of *mvp* in the knockout line, expression of *mvp* was determined by qPCR and whole mount *in situ* hybridization, the absence of *mvp* mRNA in *mvp*^*−/−*^ embryos was verified (Figure 2B). Embryos from multiple *mvp*^*+/-*^ incrosses were collected and raised to the adult stage to investigate the roles of *mvp* on zebrafish development, survival and fecundity. No perceivable morphological difference between *mvp*^*−/−*^ and wild-type animal was observed (Figure 2C). Similar to *mvp* knockout mouse (Mossink et al., 2003; Mossink et al., 2002), no significant effects on overall survival and fecundity was observed in *mvp*^*−/−*^ fish (Figure 2 D and E), so the *mvp* mutant fish presented an opportunity for investigating its function on regeneration.

**Figure 2:**
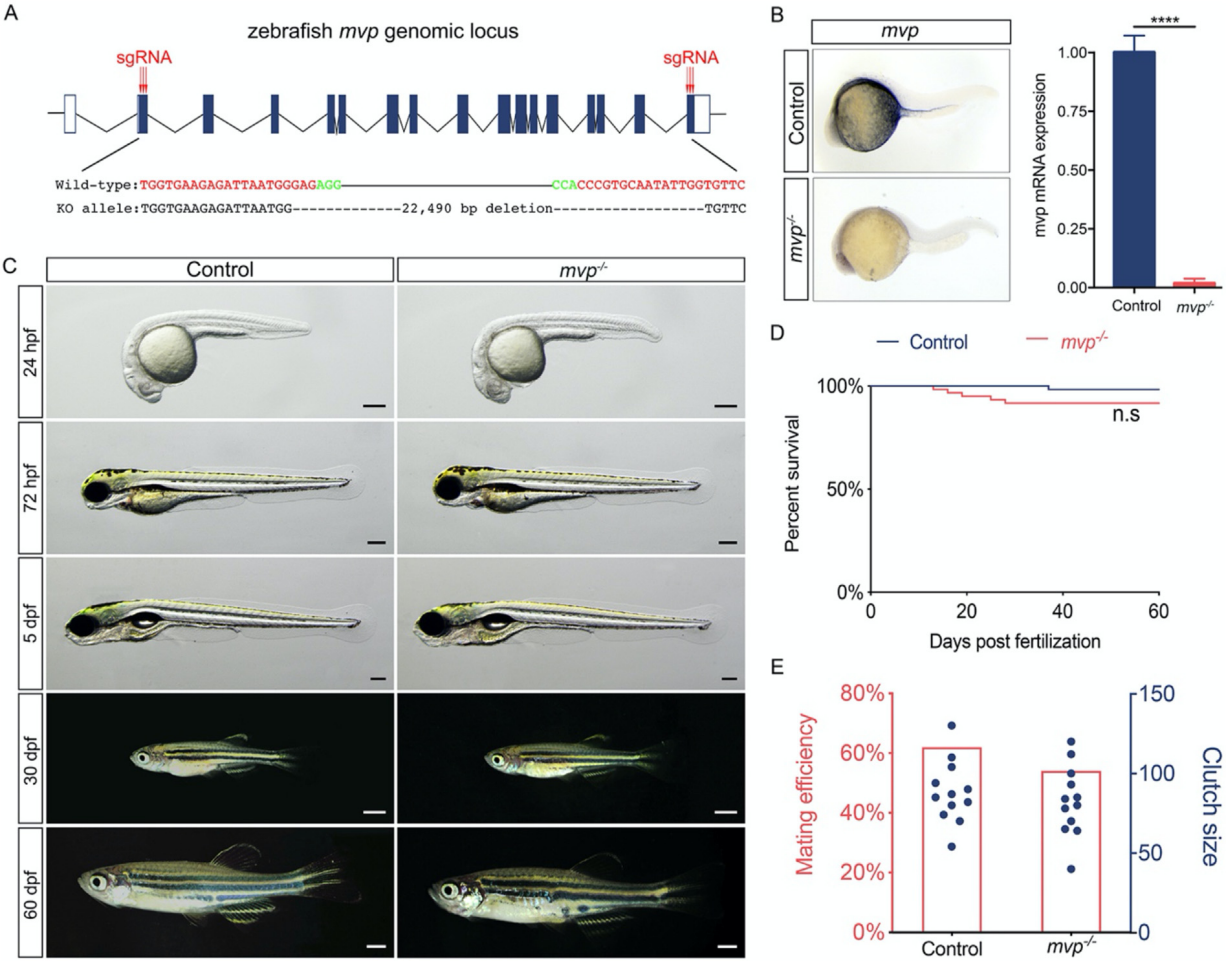
Generation of *mvp* knockout zebrafish line. (A) The zebrafish *mvp* genomic locus and Cas9/sgRNA targeting site. Deletions in Δ22,490 allele are shown as dashes. (B) *In situ* hybridization and qPCR results showing the absence of *mvp* mRNA in *mvp* knock out embryos. Data are mean ± SEM. ∗∗∗∗P < 0.0001. (C) Live images of control and *mvp^−/−^* zebrafish at designated time points. Lateral view, anterior to the left. For embryos and larvae, scale bar = 200 μm. For animal from 30 dpf to 60 dpf, scale bar = 2 mm. (D) Representative Kaplan-Meier plot for *mvp^−/−^* fish and clutchmates from one of three independent experiments. In each experiment, 60 *mvp^−/−^* animals and 60 total siblings were followed. n.s, not significant, Mantel-Cox test. (E) Fecundity (measured by clutch size) and mating efficiency (measured by percentage of fish laid embryos) in control and *mvp^−/−^* zebrafish. 30 *mvp^−/−^* fish and 30 age-matched control fish out-crossed with age-matched wild-type fish.

### 2.3 The effect of loss of *mvp* on organ regeneration

The effect of loss of *mvp* on heart regeneration was analysed in ventricle resection fish, the most commonly used model in research (Gemberling et al., 2013). After surgery, the zebrafish heart carries out an organ-wide injury response, the epicardium get activated and play important structural and signaling roles for myocardium regrowth (Cao and Poss, 2018; Wang et al., 2015). The behavior of epicardial cells were visualized by using *tcf21:nucEGFP* transgenic line, the results revealed in both control and *mvp*^*−/−*^ animal, epicardial cells surrounding the ventricle were stimulated by injury to proliferate and became incorporated into the underlying myocardial wall by 7 day post-amputation (dpa) (Figure 3A). To determine whether loss of *mvp* affects the capacity of the zebrafish heart to regenerate, we examined the cardiomyocyte proliferation, scar tissue removal and muscle recovery. In all of the cases, no significant difference was observed between *mvp*^*−/−*^ and wild type animal (Figure 3 B and C). These results indicated the regenerative capacity of heart is unaltered in *mvp*^*−/−*^ fish.

**Figure 3:**
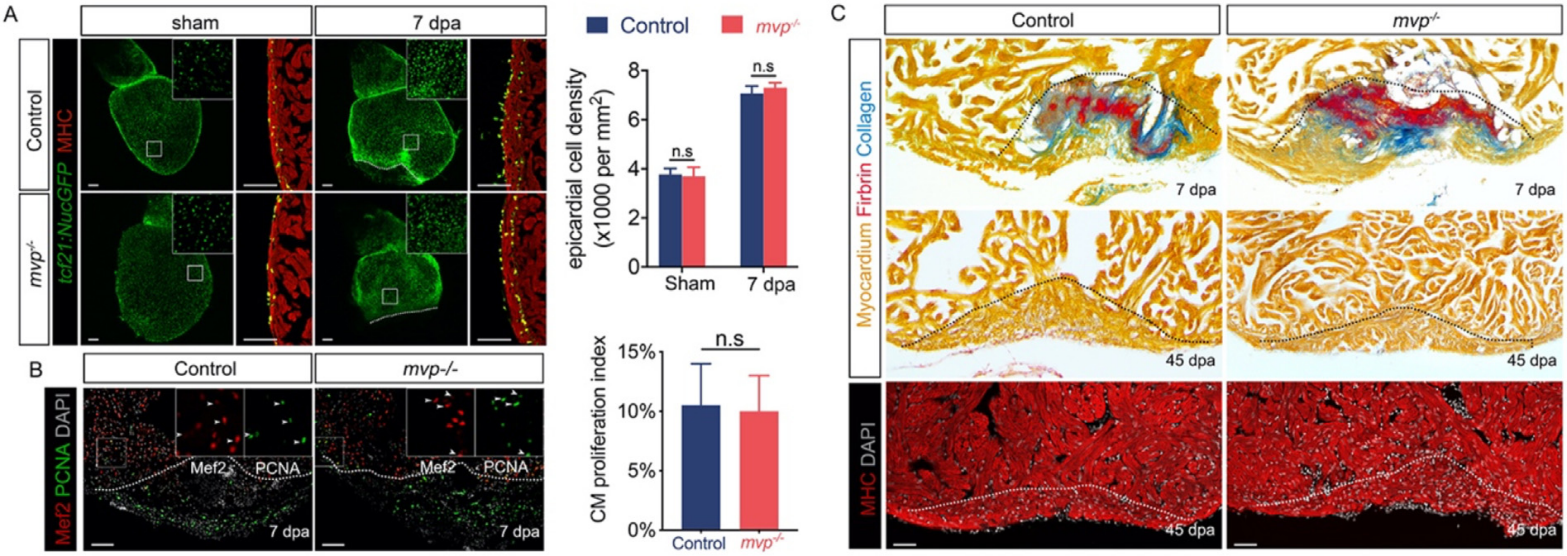
Heart regeneration in *mvp* KO fish. (A) Visualization of epicardial cells in control and *mvp^−/−^* fish. Epicardial cells proliferate by 7 dpi and are incorporated into the regenerating myocardial wall. Inset shows enlarged view of boxed area. Bar graph showing the density of epicardial cell at surface of hearts from control and *mvp^−/−^* fish. Data are mean ± SEM. For each group, eight samples were assessed. n.s, not significant. (B) Cardiomyocyte proliferation at 7 days post-amputation (dpa) in ventricular sections from control and *mvp^−/−^* animals, assessed by Mef2 and PCNA staining. Arrowheads, the PCNA positive. Scale bar = 100 μm. Bar graph showing cardiomyocyte proliferation indices on 7 dpa in control (n = 8) and *mvp^−/−^* (n = 8) fish. Proliferation data were collected for 4–6 sections per heart and averaged to generate each data point. Data are mean ± SEM. n.s, not significant. (C) Section images of ventricles at designated time points, assessed for myocardium (MHC) recovery and scar tissue (fibrin, collagen) removal. In A, B and C, dashed line indicates approximate resection plane.

It has been reported knock-down of MVP in zebrafish by morpholino resulted in reduced regrowth of axons after spinal cord injury (Pan et al., 2013). To examine whether *mvp* influence central nervous system regeneration, we investigated the axonal regrowth and locomotor recovery in zebrafish spinal cord transection model. In zebrafish, central nervous system regeneration occurs via *de novo* neurogenesis following the activation and proliferation of neural progenitor cells (Barbosa et al., 2015; Kroehne et al., 2011). To test whether MVP was required for regenerative cell proliferation, we quantified cell proliferation in the injured spinal cord and no significant difference was observed between *mvp*^*−/−*^ and wild type animal (Figure 4A). Using acetylated α-tubulin immunohistochemistry, we observed regenerating axons spanned at the transected site in the vast majority of wild-type and *mvp*^*−/−*^ samples by 30 day post-injury (dpi) (Figure 4B). By using retrograde tracing of axonal projections, reconnection of rostral and caudal stumps of spinal cords in both type of samples was verified (Figure 4B). Locomotor activity of fish was assessed as an index of functional recovery, the date indicated both wide type control and *mvp*^*−/−*^ fish had regained pre-injury swimming performance at 30 dpi (Figure 4 C and D). These results showed the absence of MVP leads no significant effect on zebrafish spinal cord regeneration.

**Figure 4:**
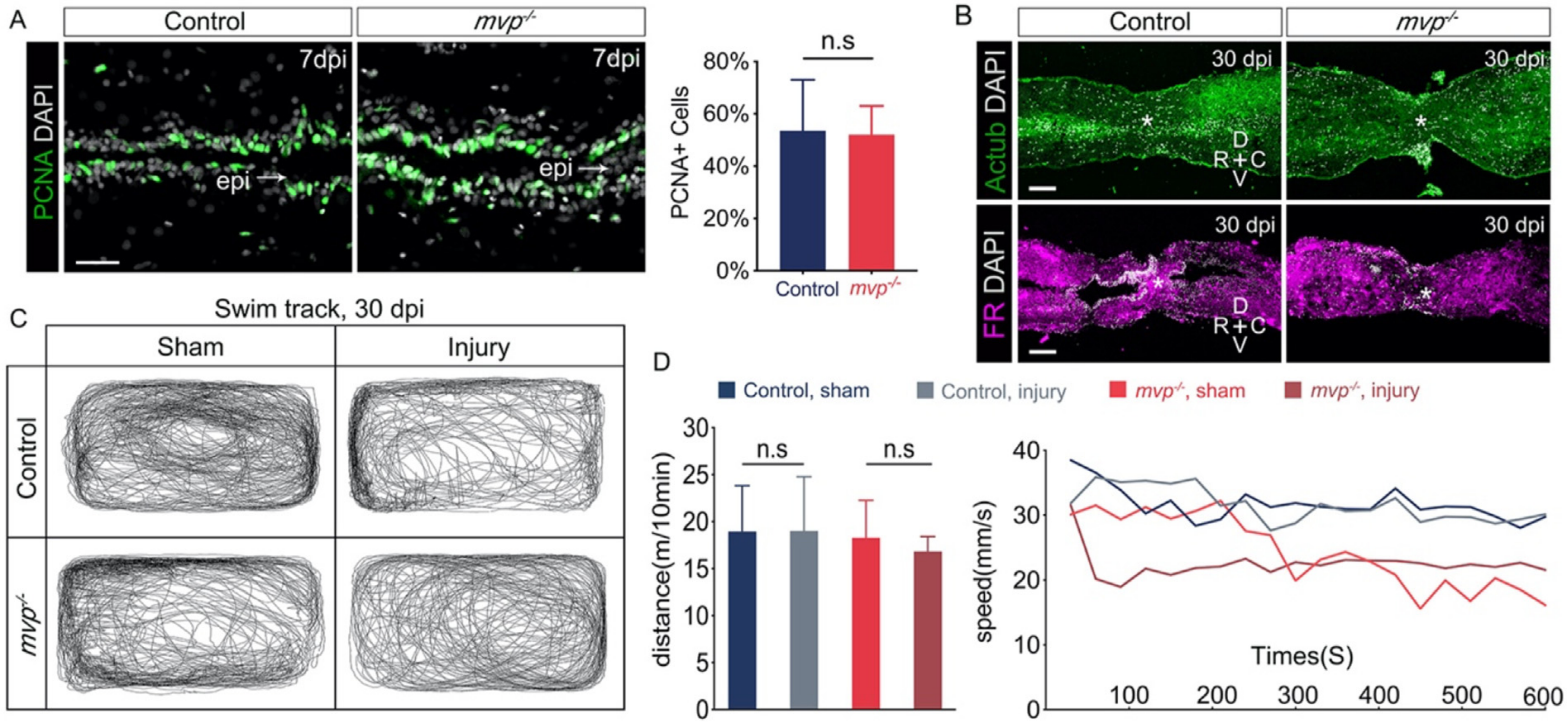
Spinal cord regeneration in *mvp* KO fish. (A) Proliferation of neural cells in control and *mvp^−/−^* animals on 7 day post-injury (dpi), assessed by PCNA staining. Bar graph showing percentage of proliferating neural cells in control (n = 6) and *mvp^−/−^* (n = 6) fish. epi, injury epicenter. (B) Upper panel, spinal cord structure of transected site by 30 dpi. Lower panel, retrograde tracing of axonal projections using Fluoro-Ruby (FR). Regenerating axons spanned the transection injury in both control fish (6/6) and *mvp^−/−^* fish (4/5; p < 0.05). Asterisks indicate injury epicenter. In A and B, scale bars = 100 um. (C) Representative swim tracking of individual animals. (D) Quantification of total distance (mean ± SEM, n = 6 for each group) and speed in (C). n.s, not significant.

Then we examined the key processes of fin regeneration in *mvp*^*−/−*^ zebrafish. At 1–3 day post amputation, a mass of highly proliferative lineage-restricted mesenchymal progenitor cells, known as regeneration blastema, will formed at the injury site (Pfefferli and Jazwinska, 2015). H&E stained section shows loss of *mvp* did not significantly affect gross blastema morphology and size (Figure 5A). In *mvp*^*−/−*^ animal, cell proliferation in the mesenchymal region was comparable to wild type (Figure 5A). To further examine the fin regenerative capacity of in *mvp*^*−/−*^ fish, we amputated caudal fins from wild-type and *mvp*^*−/−*^ fish and continuously monitored the extent of new fin tissue growth for 14 days. The *mvp*^*−/−*^ fish showed similar regeneration rates to wild-type (Figure 5B). The zebrafish fins display elaborately radial pattern along the body axis, we examined possible function of *mvp* on bone patterning. Quantitative image analysis at 14 dpa revealed that *mvp*^*−/−*^ fish exhibited a comparable average number of segments and branching events (as measured by the number of bifurcations) in the regenerated ray (Figure 5C). Taken together, these data indicate the regenerative capacity of fin is unimpaired in *mvp*^*−/−*^ fish.

**Figure 5:**
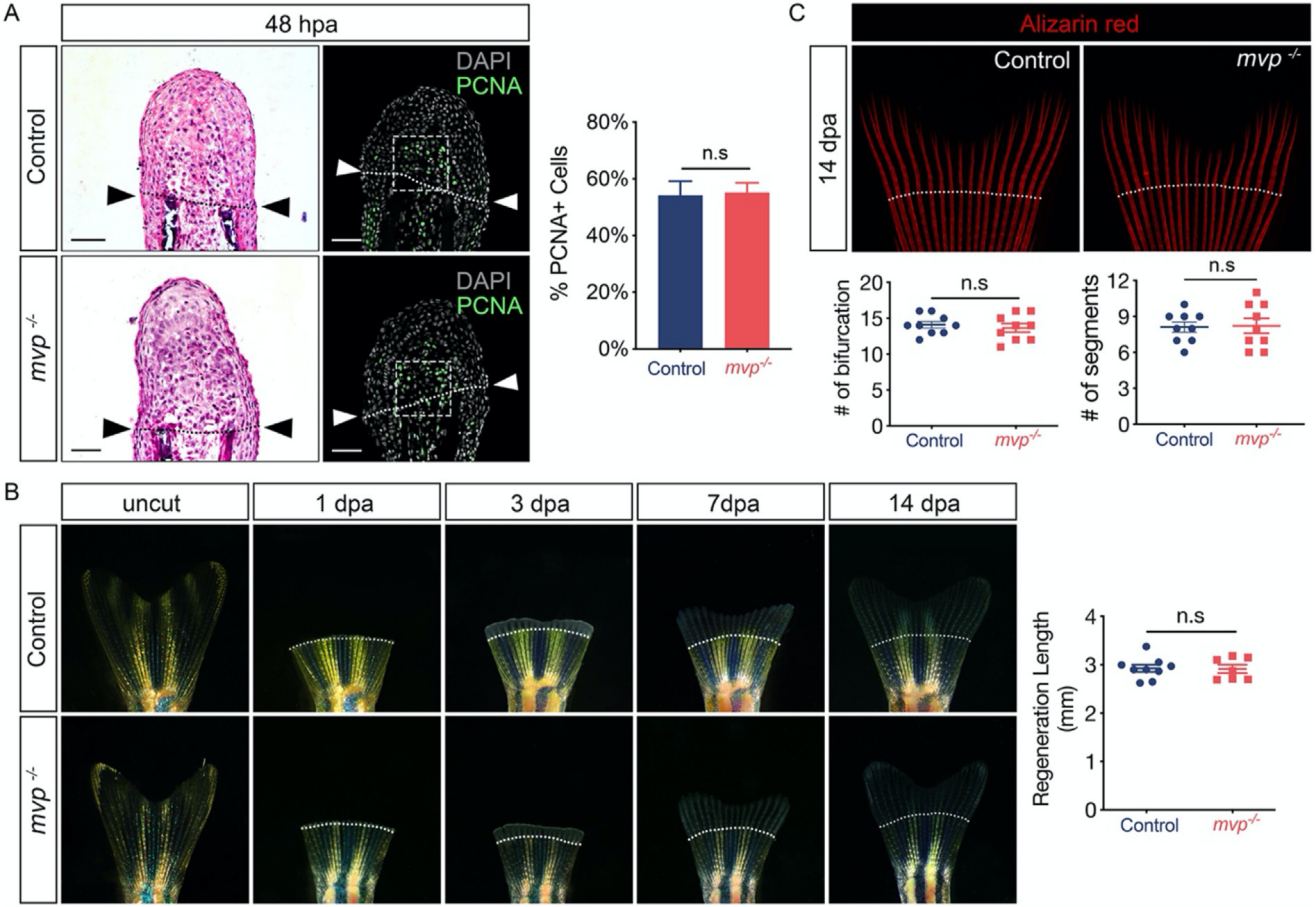
Fin regeneration in *mvp* KO fish. (A) Left panel, representative hematoxylin-stained sections of caudal fin regenerates (blastemal region) at 48 h post-amputation (dpa). Arrowheads indicate the plane of amputation. Middle panel, blastemal proliferation revealed by PCNA staining. Scale bar = 50 μm. Bar graph, cell proliferation (PCNA + cells) quantified in the blastema. PCNA + cell number was averaged among all sections spanning the entire fin width, and normalized to DAPI counts in the image. n.s, not significant. (B) Live images of fin regeneration in control and *mvp^−/−^* zebrafish at designated time points. Scatter plot with mean ± SEM to show the length of regenerated tissue at 14 dpa (n = 9 for each group). (C) Representative images of bone structure (revealed by Alizarin red staining) of caudal fin in control and *mvp^−/−^* fish on 14 dpa. Left lower panel, scatter plot with mean ± SEM to show the bifurcations in regenerated tissue (n = 9 for each group). Right lower panel, scatter plot with mean ± SEM to show the segment number in regenerated tissue (n = 9 for each group). n.s, not significant. In B and C, dashed line indicates approximate resection plane.

### 2.4 The changes of cell death and transcriptome in *mvp* knockout zebrafish

As in human, injury results in rapid local tissue necrosis and triggers apoptosis in zebrafish (Gonzalez-Rosa et al., 2011; Hui et al., 2010; Saraste et al., 1997). Evidence is accumulating that MVP is implicated in cell survival by modulating the expression of apoptosis regulator genes such as Bcl-2 (Berger et al., 2009; Ryu et al., 2008). We therefore examined apoptosis in injured heart and spinal cord, TUNEL assay revealed in both type of tissues, cell death was significantly enhanced in *mvp*^*−/−*^ fish (Figure 6A).

**Figure 6:**
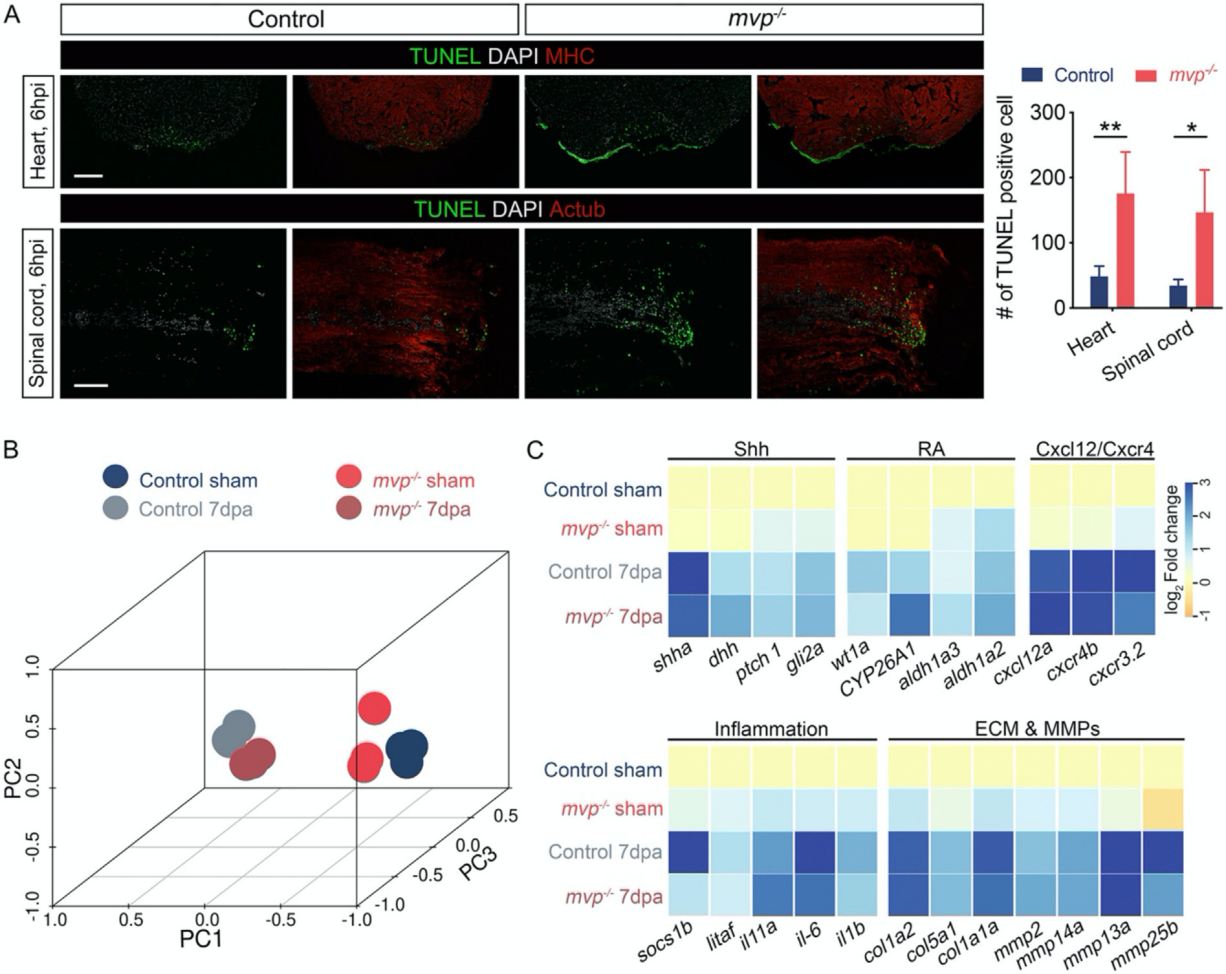
The effects of loss of *mvp* on injury-induced cell dearth and transcriptome landscape. (A) At 6 h post-surgery, cell death in heart and spinal cord was assessed with TUNEL staining. Bar graph showing number of TUNEL + cells, data are mean ± SEM. ∗∗P < 0.001, ∗P < 0.05. Data were collected for 6–8 sections per experiment set. Scale bar = 100 μm. (B) Principal component analysis (PCA) plots from the whole transcriptome of hearts from control and *mvp^−/−^* fish. (C) Heat maps of selected gene sets. The colour intensity represents the log2 fold change of the gene expression.

Our previous results indicated the regenerative capacity is preserved in *mvp* knockout zebrafish, it interesting to check whether the regenerative programs are altered, so we analyzed the change on transcriptome landscape in regenerating hearts of wild-type and *mvp*^*−/−*^ animal by RNA-seq. 

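RNA-seq libraries were made from hearts of wild-type and mvp knockout zebrafish that had sham surgery or ventricle resection, the resected hearts at 7 days after surgery (7dpa). There were 3 libraries in each of the 4 groups. The targeted gene, listed as MVP in the table of gene names (ENSDARG00000021242), had 3346, 4384 and 3528 counts in the wild-type sham libraries and 5405, 3444 and 4268 counts in the wild-type 7dpa libraries. In the knockout it had 91, 107 and 108 counts in the sham libraries and 429, 434 and 475 counts in the 7dpa libraries. Scaled for library size, mvp was at 184.5 ± 6.94 CPM (SD, n = 3) in wild-type sham hearts and 5.02 ± 0.370 CPM (SD, n = 3) in knockout sham hearts. At 7dpa it was at 154 ± 30.0 CPM (SD, n = 3) in the wild-type and 17.97 ± 1.40 CPM (SD, n = 3) in the knockout. Every knockout library was lower than every wild-type library of the same surgery group (exact permutation test, two-sided, p = 0.1 in each group, the smallest p that 3 libraries against 3 allow).

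**Figure D1:**
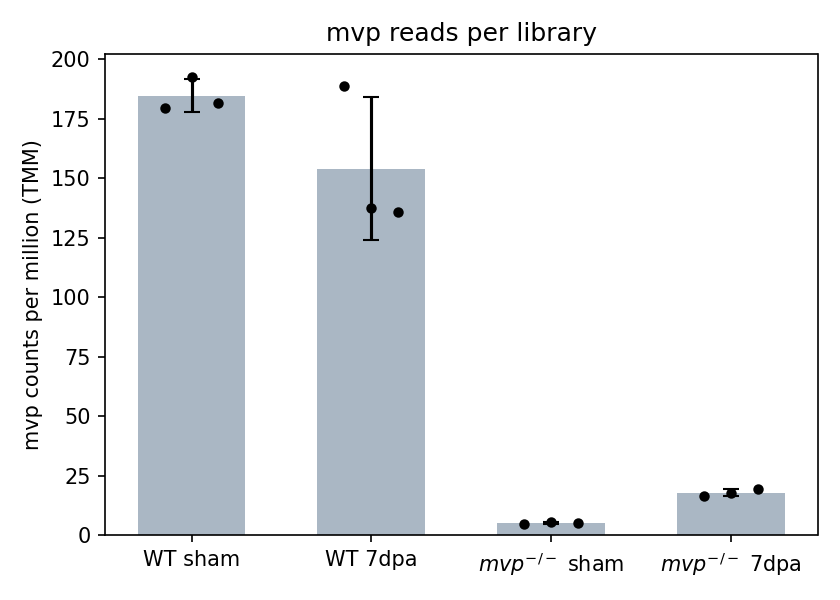
TMM-scaled mvp counts in CPM (vertical axis) in the 4 groups of hearts. Points are libraries, bars are means and error bars are SDs of 3 libraries; the knockout means are 5.02 CPM after sham surgery and 17.97 CPM at 7dpa.

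The authors aligned the reads to the zebrafish genome with HISAT2, counted them on Ensembl genes with featureCounts and deposited the counts without normalization. Each library lists 32520 genes, of which 27031 had at least 1 count in any library. Total counts ranged from 21357035 to 26684651 in wild-type sham libraries (median 21647424) and from 21356163 to 26544507 in wild-type 7dpa libraries (median 26361153). They ranged from 21462182 to 23727129 in knockout sham libraries (median 21961271) and from 22076790 to 23430334 in knockout 7dpa libraries (median 22371031). At these depths 3 counts, taken as the floor, stand for 0.112 to 0.140 CPM. Floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Genes with few counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and a quasi-likelihood model with a mean for each group was fitted to all 12 libraries. This left 16604 genes to test, with p-values adjusted by the Benjamini-Hochberg method and genes called at an adjusted p-value under 0.05. The groups share 1 estimate of the spread in this model, although they differed in it. The biological coefficient of variation was 7.77% in wild-type sham, 24.9% in wild-type 7dpa, 4.69% in knockout sham and 5.17% in knockout 7dpa libraries. The paper's text does not say how hearts were divided among libraries. The spread within groups, and the p-values that rest on it, may therefore not measure the spread between animals.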

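Principal components were computed from log2 CPM of the tested genes in all hearts. The first component held 53.8% of the variance and the second 22.3%. With each gene scaled to unit variance, the alternative that moved it most, the first component held 41% of the variance. Mean scores on the first component were -100.2 ± 1.2 (SD, n = 3) for wild-type sham, 6.6 ± 0.1 (SD, n = 3) for knockout sham, 44.2 ± 0.6 (SD, n = 3) for knockout 7dpa and 49.4 ± 18.2 (SD, n = 3) for wild-type 7dpa libraries. Wild-type 7dpa replicate 1 scored 28.4 and the other replicates of that group 59.6 and 60.2. On the second component the mean scores were 18.1 ± 0.5 for wild-type sham, 46.3 ± 14.1 for wild-type 7dpa, -58.7 ± 0.4 for knockout sham and -5.8 ± 0.5 for knockout 7dpa libraries (SD, n = 3 each). The mean Euclidean distance between wild-type and knockout 7dpa libraries was 92.9, and that between knockout sham and knockout 7dpa libraries 91.6. Wild-type and knockout sham libraries were 140 apart, and wild-type sham and wild-type 7dpa libraries 164.7. Within groups the mean distance was 44.7 for knockout 7dpa, 51.1 for knockout sham, 53.7 for wild-type sham and 81.3 for wild-type 7dpa libraries. Injury accounted for 39.1% of the total sum of squares and genotype for 25.6%. Each had p = 0.005 in an exact permutation test of its labels, the smallest p that the 400 arrangements can give. Their interaction held another 17% and the spread within groups 18.3%. Across genes, the log2 fold changes from sham to 7dpa in the knockout and in the wild-type had a Pearson's r of 0.419 and a Spearman's rho of 0.409. Genes are not independent replicates, so no p-value is given for this correlation.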

PCA analysis showed the transcriptome profiles were closely clustered based on status of heart regeneration, suggesting that the response to regenerative signal in *mvp*^*−/−*^ animal are similar to wild-type (Figure 6B). Zebrafish heart regeneration is a highly dynamic process and multiple signals and factors have been reported involved in it to composing a complex regenerative program (Gonzalez-Rosa et al., 2017), we manually examined the expression of these regeneration-related genes and found majority of them showed comparable level of transactivation in *mvp*^*−/−*^ animal compare to wild-type (selected gene sets were plotted in Figure 6C). 

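Of the genes named in Figure 6C, 18 names matched a single gene in the counts, and 14 of these had enough counts to be tested. The other names matched a pair of genes each or, for dhh, none. In wild-type hearts 13 of the 14 genes were higher at 7dpa than after sham surgery at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1, ptch1, was lower. In knockout hearts all 14 log2 fold changes were above 0 and 8 genes were called higher. Adjusted over this list alone, 13 genes were called higher in the wild-type and 9 in the knockout. The alternative that moved the wild-type number most was to keep only genes with at least 10 counts in every library. Only 8 of the genes passed that filter, and all 8 were called higher in the wild-type and 6 in the knockout. The lower number thus reflects genes removed and not calls lost. Fitting only the groups compared brought the numbers close, with 10 genes in the wild-type and 9 in the knockout. The median log2 fold change was 2.42 in the wild-type and 1.13 in the knockout. The change was smaller in the knockout for 13 of the 14 genes. A test of the difference between the responses (the injury by genotype interaction) called 7 genes, 6 with a lower and 1 with a higher log2 fold change in the knockout, and 9 genes when adjusted over the list. Between the genotypes, 8 of the 14 genes were called higher in the knockout after sham surgery, while at 7dpa 3 genes differed, aldh1a2 higher and socs1b and mmp25b lower. The calls of socs1b and mmp25b rest on wild-type 7dpa replicates 2 and 3. In wild-type 7dpa replicate 1 mmp25b was at 0.523 CPM, below every knockout 7dpa library (0.701 to 0.891 CPM). socs1b was at 0.314 CPM there, also below the knockout 7dpa libraries (0.349 to 0.531 CPM). Against wild-type sham hearts, the median log2 fold change of the 14 genes was 2.42 in wild-type and 2.04 in knockout 7dpa hearts, and 11 genes were called higher in the latter. For cxcl12a (ENSDARG00000037116) the log2 fold change was 2.78 (standard error 0.08) in the wild-type and 0.75 (standard error 0.07) in the knockout, and the difference of -2.02 had an adjusted p-value of 4.51e-08 in edgeR's test. Knockout sham hearts already held more cxcl12a than wild-type sham hearts, with a log2 fold change of 2.22, while knockout 7dpa hearts were 2.97 above wild-type sham hearts on that scale. For aldh1a2 (ENSDARG00000053493) the log2 fold changes were 1.64 (standard error 0.08) and 0.68 (standard error 0.07), with an adjusted p-value of 1.64e-05 for the difference in edgeR's test. The collagen genes col1a2 (ENSDARG00000020007) and col1a1a (ENSDARG00000012405) rose by 2.77 and 2.81 on the log2 scale in the wild-type and by 1.74 and 1.58 in the knockout, with adjusted p-values of 0.0109 and 0.00617 for the difference in edgeR's test. Wild-type 7dpa replicate 1 was the highest library for both, while replicates 2 and 3 lay below every knockout 7dpa library. Without replicate 1 the differences shrank to -0.67 for col1a2 and -0.84 for col1a1a, and both kept their calls. The responses of wt1a (difference -0.46, adjusted p = 0.495) and mmp2 (-0.47, adjusted p = 0.161) were not called as different between the genotypes by edgeR's test. That of col5a1 (-0.48, adjusted p = 0.0671 by edgeR's test) was not called over all tested genes and was called when adjusted over the list. With 1 library left out, col5a1 was called in 4 of 12 fits and mmp2 in 1 of 12, while ptch1 lost its call for the difference in 11 of 12 and litaf in 5 of 12. mmp13a was at or under 3 counts in every sham library, so its rise is a lower bound, at least 4.67-fold higher in the wild-type and at least 2.88-fold higher in the knockout. il11a was at or under that floor in wild-type sham libraries and at least 2.40-fold higher at 7dpa. ptch1 (ENSDARG00000016404) had a log2 fold change of -1.18 (standard error 0.34) in the wild-type and 0.15 (standard error 0.34) in the knockout, from 8 to 21 counts per library. The sign of its knockout change depended on which replicate was left out.

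**Figure D2:**
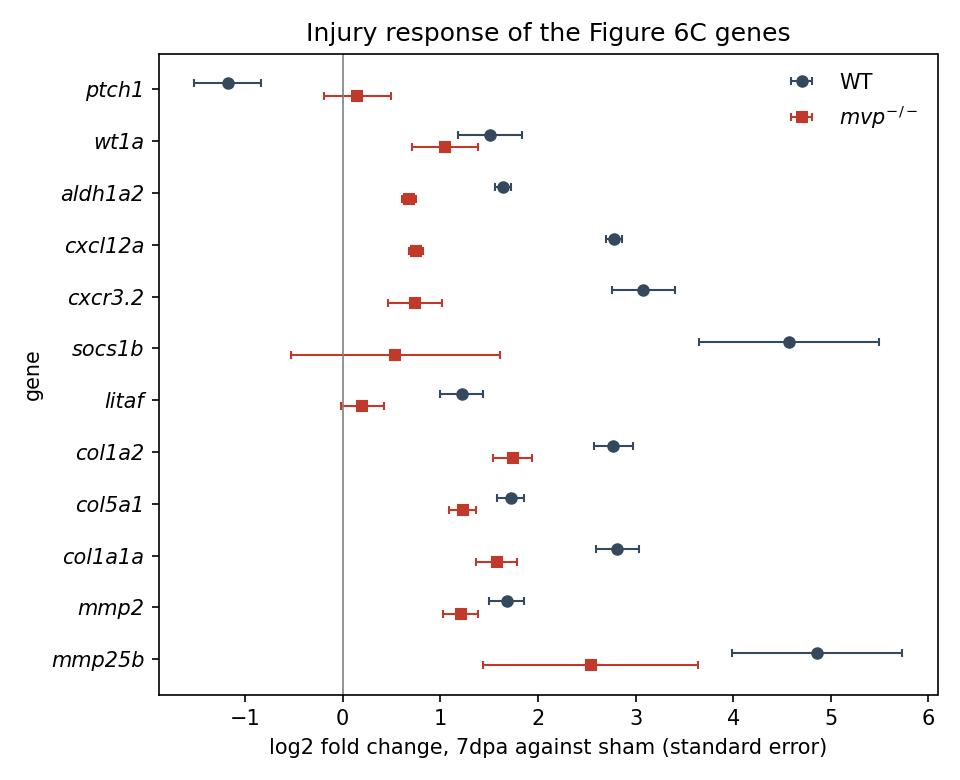
Log2 fold change from sham to 7dpa (horizontal axis) of the 12 tested genes of Figure 6C whose counts exceeded the floor in every group compared, in wild-type (circles) and mvp knockout (squares) hearts. Error bars are standard errors from edgeR's model of all libraries; cxcl12a lies at 2.78 in the wild-type and 0.75 in the knockout.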

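From sham surgery to 7dpa, 9862 of the tested genes (59.4%) changed in wild-type hearts at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5243 higher and 4619 lower. In mvp knockout hearts 4372 genes (26.3%) changed, 2150 higher and 2222 lower. The knockout number moved most when an absolute log2 fold change of at least 1 was also required, which left 1266 genes, 961 higher and 305 lower. Under that minimum the wild-type response had 3162 genes higher and 1512 lower. Fitting only the groups compared nearly removed the contrast in numbers, with 8051 genes in the wild-type and 7072 in the knockout. Of the genes called in both genotypes, 2792 changed in the same direction and 560 in opposite directions. Among the genes called in the wild-type, 70.5% had the same sign in the knockout and 90.3% changed less there. Their median absolute log2 fold change was 0.94 in the wild-type and 0.34 in the knockout, a contrast that choosing genes by their wild-type call enlarges. Over all tested genes the medians were 0.55 and 0.29. Among the genes called in the knockout, 78.2% had the same sign in the wild-type. The slope of the knockout changes on the wild-type changes, fitted by total least squares across the tested genes, was 0.289. The injury by genotype interaction was called for 5819 genes (35%), with a lower log2 fold change in the knockout for 3302 of them and a higher one for 2517. Between the genotypes, 8214 genes (49.5%) differed after sham surgery and 3246 genes (19.5%) at 7dpa. Without wild-type 7dpa replicate 1, which differed from the other replicates of its group, 5959 genes differed between the genotypes at 7dpa. The number fell to 1403 when only the groups compared were fitted. It was 1911, 2066 and 2017 without knockout 7dpa replicate 1, 2 and 3. By gene set test (fry in limma, two-sided, adjusted over the 5 sets of Figure 6C, with both copies of names that match a pair of genes), the interaction had an adjusted p-value of 5.95e-06 for the Cxcl12/Cxcr4 genes, with a mean log2 difference of -1.47. It was 0.00036 for the retinoic acid genes (mean -0.71), 0.00707 for the extracellular matrix and metalloproteinase genes (mean -0.91), 0.107 for the inflammation genes (mean -1.89) and 0.531 for the Shh genes (mean 0.22). The sets are small, with 4 tested genes for Cxcl12/Cxcr4, 2 for retinoic acid, 8 for extracellular matrix, 3 for inflammation and 3 for Shh. Of the 2 retinoic acid genes only aldh1a2 was called singly, so that result may be of 1 gene. The paper draws its conclusion on the role of MVP in injured hearts from the clustering by regeneration status in Figure 6B and the cell death in Figure 6A. It also draws on the comparable transactivation it reports for most regeneration-related genes it examined, of which Figure 6C shows selected sets.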

Collectively, these data indicate MVP acts as an anti-apoptotic factor at early phase of injury response and loss of MVP has no oblivious effect on regenerative program of heart.

## 3 Discussion

In this study, we have successfully generated a MVP knockout zebrafish line with CRISPR/Cas9 technology. The entire coding region of MVP (about 22kb) was deleted, *mvp* mRNA is undetectable in knockout animals so the allele should act as a true null allele. Apparently, as in mammalian, vaults do not play an essential role in the development of teleost and in cellular processes in a normal environment. Our data further indicated vaults are involved in a mechanism needed for cell survival under the injury-induced cellular stress. This result is corroborative with the observation that *mvp* was transactivated at the acute phase of injury response in all three types of tissues analysed. Through extensive cell death was noticed in *mvp* knockout zebrafish, no long term effect on regeneration was detected. On possible explanation for this observation is the excessive loss of cell was fully replenished ascribe to the extraordinary regeneration capacity of zebrafish. It is interesting to examine the effect of loss of *mvp* on organ regeneration/tissue repair in animals with limited regeneration capacity. Since MVP knockout mice are viable, this type of experiments is feasible and would be informative.

Beside MVP, vaults consist of two other proteins, TEP1 and VPARP, as well as one non-coding RNA (vRNA) (Berger et al., 2009). Interestingly, none of these three vault components was transactivated after injure in zebrafish (data not shown). One of the possibilities is the pre-existing protein/RNA was recruited to form the injury-induced vaults, the alternative is MVP alone give rise to vault-like particles, like what has been noticed in insect cells (Stephen et al., 2001). It would be interesting to investigate the actually composition of vaults under different biological circumstances.

It has been reported in zebrafish, MVP acts as a negative regulator of IFN production by restricting the activation of TBK1(Li et al., 2019). 

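The inflammation genes of Figure 6C with enough counts to be tested were socs1b, litaf and il11a. As a set they did not differ between mvp knockout and wild-type hearts at 7dpa by the gene set test (fry in limma, two-sided, adjusted p = 0.319 over 5 tests of sets between the genotypes), with a mean log2 fold change of -1.16. socs1b (ENSDARG00000089873) had 9, 173 and 227 counts in the wild-type 7dpa libraries and 9, 10 and 13 in the knockout 7dpa libraries. Its log2 fold change was -3.47 (standard error 0.79, adjusted p = 0.00846 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although wild-type replicate 1 lay at the knockout level. For litaf (ENSDARG00000103483), with 209, 330 and 476 counts in the wild-type and 207, 243 and 238 in the knockout, the log2 fold change of -0.36 (standard error 0.21, adjusted p = 0.252 in edgeR's test) was not called. il11a (ENSDARG00000037859) had 4, 9 and 18 counts in the wild-type and 8, 13 and 13 in the knockout, and its log2 fold change of 0.34 (standard error 0.55, adjusted p = 0.707 in edgeR's test) was not distinguishable from 0 at this depth. il6 had 1, 15 and 19 counts in the wild-type and 4, 2 and 2 in the knockout, and il1b 2, 7 and 6 against 1, 1 and 0. Both were below the filter on low counts and were not tested. The gene set test depended on wild-type 7dpa replicate 1, without which the unadjusted p-value fell to 3.14e-06. Over the fits that each left out 1 library the highest was 0.663.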

Our transcriptome data showed the intensity of inflammation was not significantly altered in injured *mvp* knockout fish (Figure 6C). More systematic analysis need be performed to clarify the role of *mvp* on immune response at various situations.

## 4 Methods

### 4.1 Animals

All animal experimentations were carried out in accordance with approved guidelines of the Institutional Animal Care and Use Committee of the Nanjing University. All zebrafish lines were kept on a AB background.

### 4.2 Generation of *BAC(mvp:EGFP)* zebrafish

The translational start codon of mvp gene in the BAC clone CH211–152F6 was replaced with a EGFP cassette using Red/ET recombineering technology (GeneBridges). The recombined BAC was linearized by I-SceI digestion, purified DNA was co-injected with meganuclease into one-cell stage zebrafish embryos. The full name of this transgenic line is *Tg(mvp:EGFP)*^*nju211*^.

### 4.3 Generation of mvp knockout zebrafish

gRNAs were designed by CRISPR/Cas9 target online predictor (https://cctop.cos.uni-heidelberg.de). 50 pg of sgRNAs and 500 pg of Cas9 protein were co-injected into one-cell stage embryos. Mvp Δ49,190 allele was identified and used for subsequent experiments. Genotyping oligos used are: mvp KO allele: 5′ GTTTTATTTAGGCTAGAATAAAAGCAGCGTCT 3′ and 5′ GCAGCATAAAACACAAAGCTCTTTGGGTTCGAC 3′; mvp WT allele#1: 5′ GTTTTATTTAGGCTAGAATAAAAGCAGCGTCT 3′ and 5′ CCCGGCAACAAAGAAAACAGGATATAC 3′; mvp WT allele#2: 5′ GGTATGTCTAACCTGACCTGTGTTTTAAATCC 3′ and 5′ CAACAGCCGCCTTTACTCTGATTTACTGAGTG 3′.

### 4.4 Histochemistry

Immunofluorescence was done as previously described (Sarmah et al., 2010).

In brief, tissues were dissected and fixed in 2% paraformaldehyde (PFA) in Phosphate buffer saline (PBS) overnight at room temperature for 2h, immersed in Tris-HCl(150mM, pH9.0) at 70 °C for antigen retrieval, embedded in OCT and frozen for cryosection on a Leica cryostat (Leica, CM3050S). 10 μm cryosections were used in all experiments. Sections were blocked with goat serum and primary antibodies were incubated overnight at 4 °C. Secondary antibodies linked to appropriate fluor were incubated for 2 h at room temperature. Sections were mounted with Vectashield medium. The primary antibodies used in this study were: mouse anti-TNNT2 at 1:50 (Santa Cruz, sc-20025); mouse anti-Ace Tubulin at 1:40 (sigma, T6793); mouse anti-PCNA at 1:200 (Santa Cruz, sc-56); rabbit anti-Mef2 at 1:50 (AnaSpec, AS-55609). The secondary antibodies used in this study at a concentration of 1:500 were: Anti-mouse IgG (H + L), F (ab')2 Fragment (Alexa Fluor® 594 Conjugate) (CST, 8890s); donkey-anti-Mouse IgG 488 (ThermoFisher, A21202); donkey-anti-mouse IgG 568 (ThermoFisher, A10037); donkey-anti-rabbit IgG 568 (ThermoFisher, A10042). DAPI (Roche) was used at a concentration 1:1000.

Cardiomyocyte proliferation indices were quantified by manually counting Mef2+ and Mef2+/PCNA + cells in injury regions. To determine the proliferation index of each heart, data from 4–6 sections with the largest ventricular wound area were averaged.

Acid Fuchsin-Orange G (AFOG) staining was performed on paraffin heart sections (13 um) as described (Poss et al., 2002). Paraffin sections were deparaffinized with 3 rounds of xylene followed by rehydration with serial dilutions of ethanol baths prior to staining. The slides were transferred into preheated Bouins fixative (Sigma, HT10132) and incubated for 2 h at 60 °C and another hour at room temperature. The slides were washed twice for 20 min in tap water and then incubated in 1% phosphomolybdic acid for 5 min. After rinsing with distilled water, sections were incubated for 5 min with AFOG staining solution [1g aniline blue diammonium salt (Sigma, 415049); 2g Orange G (Sigma, O7252) in 100 ml acidified distilled water] and again washed with distilled water. The sections were dehydrated in 95% ethanol and twice in 100% ethanol for 2 min. After passing through three consecutive xylene baths, the slides were mounted with Neutral Balsam Mounting Medium (Sangon Biotech, E675007).

### 4.5 Quantitative real-time PCR

Total RNA was prepared using TRIzol (Invitrogen, 15596) and Direct-zolTM RNA Miniprep (Zymo Research, R2052) from control and mvp mutant samples. cDNA was synthesized with PrimeScript RT kit (Takara, RR047A). RT-qPCR reactions were performed on the Poche LightCycler system using the SYBR Green Master Mix (Takara, RR420A). Melt curves were examined to ensure primer specificity. Primers used in RT–qPCR were designed to span exon-exon junctions and were listed above: #1: 5′ AAGGTTGGAGCGTATCTGCC 3′ and 5′ GCACGTGAAGGGCTTTCTTG 3′; #2: 5′ AACGGGAAAGTCGGGCTAAG 3′ and 5′ CACGCACCTTTCCGGTTTTG 3′.

### 4.6 Surgery procedures

Heart surgery was performed on zebrafish anesthetized in Tricaine as described (Wang and Poss, 2016). Iris scissors was used to make an incision in the skin above the heart and the silver-colored pericardial sac was exposed. Tweezers was used to gently pull up the apex of the ventricle. Remove approximately 20% of the ventricular apex with vannas scissors. Once the wound has clotted and stopped bleeding, the fish can be returned to a tank with aquarium water. Use a pipette to gently push water across the gills of the fish until it is able to swim freely on its own (generally 3–5 min).

Spinal cord injury was performed on zebrafish anesthetized in Tricaine as described (Becker et al., 1997). Iridectomy scissors were used to make a longitudinal incision through the skin at approximately 3.5 mm rostral to the anterior border of the dorsal fin, which corresponds to 15/16^th^ vertebrate. The spinal cord was exposed and completely transected with scissors. A cotton swabs was used to clean the blood and surrounding muscle tissues were place back to cover the vertebral wound. Tissue glue was used to reduce the wound size. The fish was returned to a tank with aquarium water and gently push water over the gills so that the fish can recover from anaesthesia quickly. Fishes were allowed to regenerate for a specified period of time at 28 °C for follow-up analysis.

Fin surgery was performed on zebrafish anesthetized in Tricaine as described (Pfefferli and Jazwinska, 2015). The fish was placed on the petri dish under a dissecting microscope. Blunt forceps was used to lift the tail fin from the dish and iridectomy scissors was used to make a single vertical cut that is perpendicular to the rays of the fin. one-half of the caudal fin was amputated and the fish was returned to the tank until recovery.

### 4.7 FR dye staining

Iridectomy scissors were used to make an incision through the skin at approximately 3–4 mm caudal to the spinal cord transection site. The spinal cord was exposed, and dry crystals of 1 μl of Fluoro-Ruby (tetra-methyl rhodamine dextran, 10,000 MW; Thermo Fisher Scientific, D1816) were placed on the surface of the exposed spinal cord. The incision was closed, and the spinal cord was collected 24 h after the dye insertion for histological analysis.

### 4.8 Swimming track assay

A swim-tracking test was performed as previously described (Fang et al., 2014). Zebrafish were placed in an opaque acrylic tank (length: 11.5 cm; width: 9 cm) containing aquarium water (depth: 6 cm) and acclimatized for 2 min. Zebrafish swimming was recorded for 10 min with Ethovision XT software (Noldus, Wageningen, Netherlands). The number of zebrafish analyzed for this assay was eight for each group. Uninjured and sham-injured zebrafish were used as controls.

### 4.9 Alizarin red staining

For whole-mount Alizarin Red staining, 4% PFA-fixed fins were rehydrated through a decreasing methanol series, bleached for 30 min in 1% KOH, 1.5% H2O2. Subsequently, fins were washed twice with water and washed for 20 min in a saturated Alizarin Red solution containing 1% KOH, followed by several washes with water and transferred to glycerol for imaging.

#### 4.9.1 Hematoxylin-eosin staining

For hematoxylin-eosin staining, 4% PFA-fixed fin were hydrated through an increasing methanol series and embedded in paraffin. It was sectioned in 5um. The sections were de-paraffinised in 2 changes of xylene and rehydrated in a decreasing methanol series. The sections were stained in Harris hematoxylin solution for 15 min and differentiated in 1% acid alcohol for 30 s. After hydration, the sections were stained in eosin-phloxine solution for 30 s. The slides were mounted with Neutral Balsam Mounting Medium (Sangon Biotech, E675007) after xylene cleaning.

### 4.10 TUNEL assay

For TUNEL reactions, the staining with anti-digoxigenin fluorescein conjugated was performed according by In Situ Cell Death Detection Kit (Sigma, 11684795910). The cryosections were post-fixed for 20 min in 4% PFA, washed twice 10 min in PBS and permeated in 0.1% sodium citrate with 0.1% Triton-X. After washing in PBS, DNA breaks were elongated with Terminal Transferase and Digoxigenin-dUTP solution. After a wash in PBS, the sections were used for immunohistochemistry as described above.

### 4.11 RNA in situ hybridization

Transcription of DIG-labeled antisense RNA probes was performed using standard methods. Whole-mount RNA in situ hybridization (WISH) was carried out as previously described (Thisse and Thisse, 2008).

### 4.12 Imaging

Whole imaging was performed using a Leica DFC320 camera on a Leica M205FA stereomicroscope. All confocal images were acquired using a Zeiss LSM880 confocal microscope.

### 4.13 Survival curve

Sixty each WT siblings and mvp^−/-^ animals were put into 3 L tank from 7 dpf. Every three days, the number of living fish was counted till 60 dpf. Kaplan- Meier curve was generated with Prism 6 (GraphPad) (Goel et al., 2010).

### 4.14 RNA sequencing

RNA was extracted from 9 hearts of wild type and mvp^−/−^ fish by using the Direct-zol RNA prep Kit (ZYMO Research, Cat. No. 2052). The libraries were constructed with NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB, Cat No.6420) and sequenced on illumina Novaseq platform. HISAT2 V2.1.0 was used to map the sample sequencing reads to the GRCz11 reference genome. Gene expression counts were calculated using FeatureCounts v1.6.0. based on current Ensemble annotation. The R package DESeq2 was then employed to make differential gene expression calls. RNAseq data have been deposited in NCBI's Gene Expression Omnibus and can be accessed through GEO Series accession number GSE157170.

### 4.15 Statistical analysis

Statistics were performed using GraphPad Prism 7 Software. Survival curve was analyzed with Mantel-Cox tests. Other statistical tests were performed using two-sided, unpaired Student's t-tests and where numerical data are presented as mean ± SEM. Differences were considered significant if the probability value was P < 0.05 and highly significant if the probability value was P < 0.01. All experiments were carried out with at least three biological replicates. The numbers of animals used are described in the corresponding figure legends.

## Declarations

### Author contribution statement

Xue Zhang: Performed the experiments.

Yuxi Yang: Analyzed and interpreted the data.

Xiaoxue Bu, Yuanyuan Wei: Contributed reagents, materials, analysis tools or data.

Xin Lou: Conceived and designed the experiments; Analyzed and interpreted the data; Wrote the paper.

### Funding statement

Xin Lou was supported by National Natural Science Foundation of China (NSFC 31671505 and 31970765).

### Competing interest statement

The authors declare no conflict of interest.

### Additional information

Data associated with this study has been deposited at NCBI's Gene Expression Omnibus (GEO) under the accession number GEO: GSE145495.

Supplementary content related to this article has been published online at https://doi.org/10.1016/j.heliyon.2020.e05422.

# Supplementary material for: The major vault protein is dispensable for zebrafish organ regeneration
**Source:** Heliyon. 2020 Nov 3;6(11):e05422. doi: 10.1016/j.heliyon.2020.e05422
**Supplement:** Supplementary file 1 — Supporting Information

## Supplemental Information

### The Major Vault Protein is Dispensable for Zebrafish Organ Regeneration

Xue Zhang<sup>1</sup>, Yuxi Yang<sup>1</sup>, Xiaoxue Bu<sup>1</sup>, Yuanyuan Wei<sup>1</sup>, Xin Lou<sup>1,\*</sup>

<sup>1</sup>, Model Animal Research Centre, Nanjing University, China.

#### Contents:

1. Sanger sequencing result for *mvp* knockout.
2. EGFP expression pattern of *BAC(mvp:EGFP)* during embryogenesis.

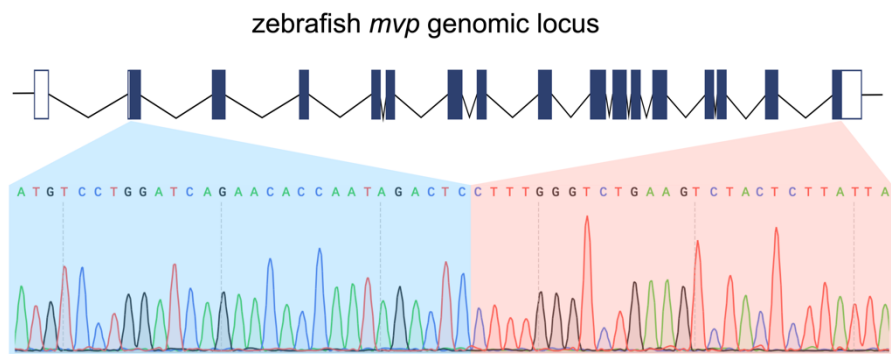

**Supplemental Figure 1.** Sanger sequencing of genotyping PCR products indicating the 22,490 bp deletion caused by the Cas9 protein and gRNA.

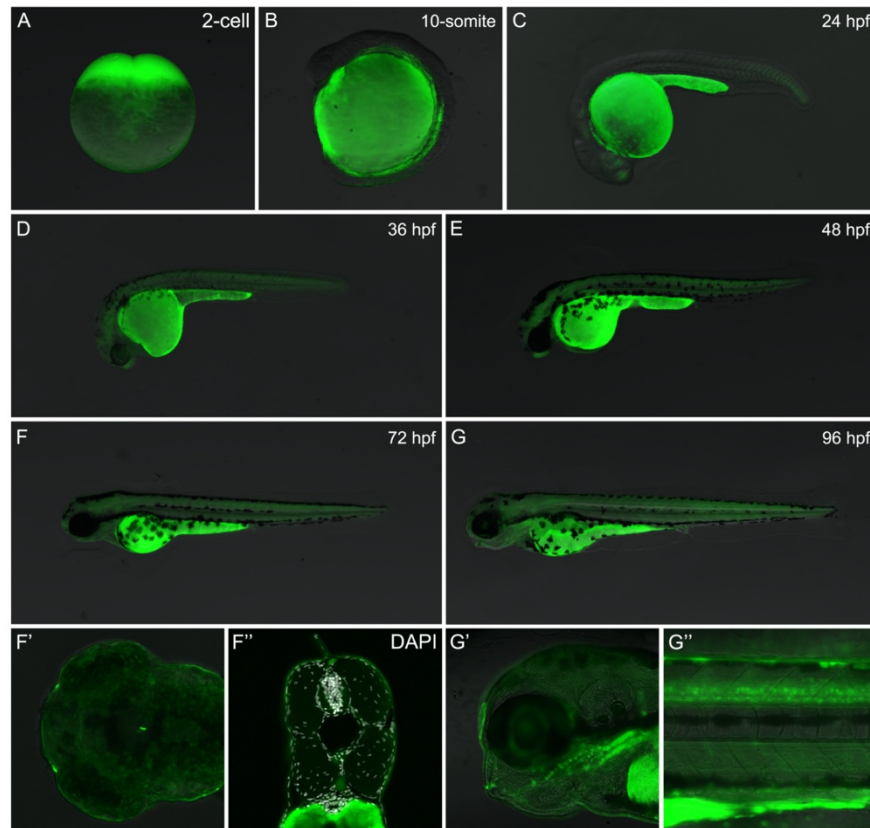

**Supplemental Figure 2.** EGFP expression pattern of *mvp:EGFP* transgenic line during embryogenesis. EGFP signal could be observed in the 2-cell stage embryo from female transgenic fish, indicated the maternal deposition of *mvp* (A). From 10-somite stage, zygotic expressed EGFP could be observed in yolk syncytial layer (B to G). As development proceeded, the EGFP signal was gradually emerged in pituitary gland (F'), skin (F''), olfactory placodes (G'), esophagus (G') and neurons in spinal cord (G''). B, lateral view with anterior to the top. C to G, lateral views with head to left. J and L, ventral views with anterior to the top. F', ventral view. F'', cross section of trunk. G' and G'', lateral view.

How the deposited data were processed for this re-analysis (not part of the article)

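RNA-seq was done on hearts of wild-type and mvp knockout zebrafish after sham surgery or at 7dpa, with 3 libraries in each of the 4 groups. According to the paper's methods, the libraries were made with a low-input kit and sequenced on a NovaSeq instrument. The authors aligned reads with HISAT2 to the GRCz11 build, counted them per gene with featureCounts on an Ensembl annotation whose release is not given in the paper's text, and used DESeq2 for their own calls. The deposited values are whole-number counts of reads per gene, which the authors did not normalize. Alignment and counting are therefore as the authors left them, and reads of near-identical genes could have been split or lost in them.

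Each library lists 32520 genes by Ensembl identifier. A table of gene names gave a symbol for 29201 of them and none for 3319. The genes of Figure 6C were matched by symbol, with the table's own symbol used where it differs from the figure's, such as WT1 for wt1a and CXCL12 for cxcl12a. Names that matched a pair of genes were left out of the numbers of called genes of Figure 6C, where both copies were tried as an alternative. The gene set tests included both copies. No coordinates are given, since no annotation of the build was used here. Groups and replicate numbers come from the sample labels. The paper does not say that equal numbers pair the samples, so no replicate block was used, and a fit with the block was run as an alternative.

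Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by group, libraries were scaled by TMM and a quasi-likelihood model with a mean per group was fitted to all 12 libraries. Each comparison was a contrast in that model, and p-values were adjusted by the Benjamini-Hochberg method over 16604 genes. The threshold was an adjusted p-value under 0.05. TMM factors ranged from 0.854 to 1.185. Principal components and sums of squares used log2 CPM with a prior count of 2, with exact permutation of labels within groups. Gene sets were tested with fry in limma, and camera was tried as an alternative. A fold against a group whose libraries were all at or under 3 counts was computed against that floor and is given as a lower bound.

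Library totals ranged from 21356163 to 26684651 with a median of 22223910, so that depth mainly limits genes with a few counts. The genes named in the text are mvp, tep1, parp4 and the vault RNA genes, the genes of Figure 6C, the 3 genes that rose and the 3 that fell most in each comparison among called genes with a symbol whose groups do not overlap (for the interaction, among called genes with a symbol), and called genes of an interferon list and an apoptosis list. This rule, the lists, the designs and the alternatives were set before the data were examined, except where the text says otherwise.

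The alternatives were DESeq2's size factors and its Wald test, other filters on low counts, a fold change minimum and fits of only the groups compared. Others were the replicate block, counts thinned to the smallest library, and removal of the mitochondrial genes and the 20 genes with the most counts. The rest were other transformations for the principal components and leaving out each replicate in turn. The models were tested on simulated counts with known changes. edgeR recovered 71.4% of 196 changed genes among 16201 tested, with 2.1% of its calls false, and 57.7% of the changes in the interaction, with 1.7% of its calls false. DESeq2 recovered 75.5%, with 8.1% of its calls false. A comparison with no changed gene gave 0 calls, and a slope made as 0.3 was estimated as 0.303. The simulated counts gave each gene the same spread in all groups. Few genes were changed for the calls, and the slope was made with knockout changes in exact proportion to the wild-type ones. The data differ in these respects, so the simulation does not test the models under unequal spread or widespread changes.

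The values in Figure 6C were read from the colours of its cells against its colour bar. A cell that is 0 by definition read 0.1, and differences from the figure were counted beyond a tolerance of 0.2 that was set after the figure had been seen. Windows around mvp in Mb were not analysed here.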

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

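The tests of library size, of the genes with the most counts, of injured tissue, interferon, shared reads, exchanged labels and handling, and that of the wild-type sham group's position, were chosen only after the results were seen; the comparisons with other splits of the libraries were set before, but sorting those splits by whether they kept the sham labels was not.

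The injury response differed between the genotypes for 5819 genes by the interaction test, and 83.3% of these genes were called in the wild-type response and changed less in the knockout. Of the 32 splits of the genotype labels within surgery groups that part all same-numbered libraries, 2 gave as many genes. The other one, with 7584 genes, is the split that exchanges the genotype labels in 1 surgery group, so that it tests the difference between the genotypes itself. The share of splits is not under 0.05, but since the other split tests another difference, the splits leave open whether the interaction stands apart. The 6 splits that kept the sham labels and mixed the 7dpa labels still gave from 3760 to 5552 genes, while the 24 splits that mixed the sham labels gave at most 10. Much of the count can be had without the genotypes at 7dpa. The low counts of the 24 splits decide less, since mixing sham libraries, which lie 140 apart between the genotypes, raises the spread within groups and leaves few calls whatever the cause. The slope of the knockout response on the wild-type response was as far from 1 in 2 of the 32 splits, and the number of interaction genes of Figure 6C was as large in 2. The wild-type sham mean was the group farthest from the mean of the other 3 in 69.5% of the interaction genes, against 50.3% of all tested genes. A candidate explanation is that the interaction rests largely on wild-type sham hearts that were unlike the other groups, and it cannot be told apart from a weaker response in the knockout.

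Among the gene sets of Figure 6C, the response was lower in the knockout for the retinoic acid genes (adjusted p = 0.00036 by fry in limma, 2 of 2 genes lower), the Cxcl12/Cxcr4 genes (adjusted p = 5.95e-06, 3 of 4 lower) and the extracellular matrix and metalloproteinase genes (adjusted p = 0.00707, 7 of 8 lower). Results as large came from 3 of the 32 splits for the retinoic acid genes and from 4 of the 32 each for the Cxcl12/Cxcr4, extracellular matrix and inflammation genes. For the Shh genes it was 17 of the 32. None of these shares is under 0.05. The splits as large for the retinoic acid, Cxcl12/Cxcr4 and extracellular matrix genes all kept the sham labels, and those that mixed them have a raised spread within groups, so the shares do not decide whether the sets stand apart. No separate technical test of the sets was made.

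Knockout and wild-type hearts differed in 8214 genes after sham surgery. The paper shows this comparison for the genes of Figure 6C and does not report it across all genes. On the first principal component the knockout sham libraries lay between wild-type sham and the 7dpa libraries. If the surgery labels of the knockout had been exchanged, the genes of Figure 6C would be lower in the libraries labelled 7dpa, but all 14 tested genes were higher there. With counts thinned to the smallest library 8089 genes were called. Without the mitochondrial genes and the 20 genes with the most counts 8235 were called, so neither library size nor those genes account for the difference. A list of stress-response genes, written after the comparison had been seen and without the stress genes already noticed in it, had a median log2 fold change of 2.36 between knockout and wild-type sham hearts, with 28 of 29 genes higher and 1 called lower. This is the 100 percentile of 10000 random lists matched on expression. The same list had a median of 2.06 in the wild-type injury response and of -0.02 in the knockout response. Between knockout and wild-type hearts at 7dpa its median was 0.21, at the 99.8 percentile, so a smaller difference is also present after injury. Stress or handling of the tissue before RNA was made may thus explain the sham difference, and an effect of the genotype cannot be told apart from it. 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many genes, a design that cannot reach a share under 0.05.

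The mvp gene itself kept reads in the knockout, at 11.7% of the wild-type level at 7dpa and 2.72% after sham surgery, and its response to injury differed between the genotypes by 2.10 on the log2 scale (adjusted p = 1.6e-06 by edgeR's quasi-likelihood test). Exchange of reads between libraries at a single rate would give equal shares in both surgery groups, but they differed 4.29-fold. Admixture of wild-type RNA in the knockout 7dpa libraries would leave no well-expressed gene with a lower knockout to wild-type ratio than mvp, and 1 of 2271 genes was lower, at 6.67%. After sham surgery 0 of 1753 genes were lower. Genes with fewer counts tell more, and a further test compared them with the counts that admixture alone would give, taken from the lowest wild-type library. At 7dpa 8 of the 17 genes at or below that level were too low for it (exact binomial test, p = 2.24e-12). Among them was myrfl, with 216, 219 and 250 counts in the wild-type and 0, 3 and 1 in the knockout. By this gene, admixture from the wild-type 7dpa hearts could supply at most 20.3% of the mvp reads. The genes were chosen for low knockout counts and reads were taken as independent, so the binomial p-values in this paragraph can be too small. With adjustment over all genes listed, 2 genes remained too low. For wild-type sham RNA in knockout sham libraries it was 3 of 15 (exact binomial test, p = 0.000416), which leaves room for up to 84.9% of the reads. With adjustment over all genes listed, 0 genes were too low there, so this result depends on the form of the test. For wild-type 7dpa RNA in knockout sham libraries it was 1 of 12 (exact binomial test, p = 0.114), which does not decide it. Reads from sequence left at the locus were not tested, since they need the positions of reads. What remains is that the reads may come from the locus, with admixture open after sham surgery and for a smaller part at 7dpa.

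Of the interferon-stimulated genes, 19 were called lower in knockout than in wild-type hearts at 7dpa, while isg20 was higher. As a set they had an adjusted p-value of 0.0295 by fry in limma, with 22 of 23 genes lower. mxb had 32, 1150 and 1414 counts in the wild-type 7dpa libraries and 13, 12 and 5 in the knockout ones. 1 of the 4 splits gave as small a p, which cannot reach a share under 0.05. The difference follows wild-type 7dpa replicates 2 and 3. Replicate 1 differed from them with a chi-square per degree of freedom of 92.9 and 95.5, against 2.2 between replicates 2 and 3 and at most 10.8 for pairs of the other groups. Thinning to equal depth left 83.3 and removal of the genes with the most counts 55, so neither accounts for it. Only 3.3% of the squared distance lay along the knockout injury response, which speaks against a smaller share of injured tissue. The interferon list was higher in replicates 2 and 3, at the 100 percentile of 10000 random lists, with 13 of 23 genes at least 4-fold higher in both, against 2.17% of all tested genes. Against replicate 1 the median log2 fold change of the list in the knockout was -0.45, and against replicates 2 and 3 -2.95. A candidate explanation is an interferon response in some wild-type fish, such as an infection, and not the loss of mvp; the libraries do not tell these apart, and nothing here tests infection.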

How the results depend on the processing

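The fit with both copies of the gene names that match a pair of genes was chosen after seeing the data; all other alternatives were set before.

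The numbers of called genes fell when an absolute log2 fold change of at least 1 was also required, to 4674 genes for the wild-type response, 1266 for the knockout response, 3667 between the genotypes after sham surgery, 1124 at 7dpa and 3074 for the interaction. The minimum also moved the balance of the calls, to 3162 higher and 1512 lower in the wild-type response, 961 and 305 in the knockout response, and 763 of the 1124 genes lower between the genotypes at 7dpa. Fitting only the groups compared brought the responses nearer each other, with 8051 genes for the wild-type and 7072 for the knockout, and gave 9281 genes between the genotypes after sham surgery and 1403 between the genotypes at 7dpa. A candidate source is the shared estimate of the spread, which the wild-type 7dpa libraries raise; it was not tested further. With DESeq2's Wald test the numbers were 9466, 4289, 7951, 3236 and 5653. With DESeq2's size factors in place of TMM, the split of higher and lower calls moved by less than 10 percentage points in all 5 comparisons.

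Across fits that each left out 1 replicate, the wild-type response had from 8986 to 11444 genes, the knockout response from 3088 to 3486, the sham comparison from 7175 to 7388, the 7dpa comparison from 1911 to 5959 and the interaction from 4820 to 8516. The highest 7dpa and interaction numbers came without wild-type 7dpa replicate 1. The correlation of the responses ranged from 0.395 to 0.420 and the slope from 0.262 to 0.304. From 12 to 14 genes of Figure 6C were called higher in the wild-type, from 6 to 8 in the knockout, and from 5 to 9 differed by the interaction.

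The correlation was 0.216 with no filter on low counts, 0.479 for genes with at least 10 counts in every library and 0.432 for genes called in either response. With at least 10 counts the slope was 0.310, and 8 genes of Figure 6C were called higher in the wild-type and 6 in the knockout. These 8 were all the genes counted for Figure 6C that passed this filter. With both copies of the paired names 17 genes were called higher in the wild-type and 13 in the knockout. The first principal component held 63.8% of the variance for the 500 most variable genes, 41% with unit variance, and from 47% to 56.3% across fits without 1 replicate. Causes of these changes were not tested.

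Unadjusted gene set p-values with camera in place of fry were 0.0896 for the retinoic acid genes and 0.167 for the extracellular matrix and metalloproteinase genes. For apoptosis genes after sham surgery the camera p-value was 0.676. Those of the Cxcl12/Cxcr4 genes (4.32e-05) and of the interferon genes at 7dpa (7.28e-12) stayed under 0.05. With 1 replicate left out, the unadjusted fry p-values of the interaction ranged from 4.78e-05 to 0.000698 (retinoic acid) and from 2.25e-08 to 1.28e-05 (Cxcl12/Cxcr4). They ranged from 7.9e-05 to 0.012 (extracellular matrix), from 0.00023 to 0.215 (inflammation) and from 0.237 to 0.960 (Shh). Between the genotypes at 7dpa they ranged from 3.14e-06 to 0.663 (inflammation), from 3.91e-12 to 0.0448 (interferon) and from 0.00861 to 0.217 (apoptosis). After sham surgery they ranged from 0.645 to 0.734 (interferon) and from 0.00337 to 0.0190 (apoptosis). With all libraries the fry p-value of the interferon genes at 7dpa was 0.0118 unadjusted and 0.0295 adjusted. Its unadjusted range therefore does not show that the adjusted call holds without each replicate.

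Among single genes, 33 of 119 results changed under some alternative. Over 1404 fits there were 102 weaker and 17 stronger results and 3 with the other sign. ptch1 in the knockout ranged from -0.10 (without knockout 7dpa replicate 3) to 0.35 and was -0.02 without knockout sham replicate 1. The interaction of il11a ranged from -1.34 to 0.05, the latter without knockout sham replicate 3. These genes have few counts, which limits their direction.

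With the replicate number as a block, 9662, 4145, 8061, 2959 and 5521 genes were called, the correlation was 0.421 and the slope 0.296. The unadjusted fry p-values of the interaction under the block were 0.454 for Shh, 0.000547 for retinoic acid and 5.89e-06 for Cxcl12/Cxcr4. They were 0.0851 for inflammation and 0.00411 for the extracellular matrix genes. Between the genotypes they were 0.226 and 0.0175 for inflammation and interferon at 7dpa. For interferon after sham surgery the value was 0.576, and for apoptosis 0.144 at 7dpa and 0.00594 after sham surgery. The deviations of same-numbered libraries had a mean correlation of 0.001, so the numbers do not pair the libraries. Windows around mvp in Mb, with their other fits, were not run, since no annotation of the build was used here.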

Differences from the paper's values

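Of 43 values in Figure 6C that could be compared, over 16 genes, 5 differed. For ptch1 against wild-type sham hearts, the paper's log2 fold change is about 0.7 in Fig. 6C for knockout sham hearts, where -0.63 was found here. It is about 1.2 in Fig. 6C for wild-type 7dpa hearts, where -1.18 was found, and about 1.5 in Fig. 6C for knockout 7dpa hearts, where -0.47 was found. For cxcl12a in knockout sham hearts the paper's value is about 0.3 in Fig. 6C, where a log2 fold change of 2.22 was found. For cxcr3.2 in knockout sham hearts it is about 0.8 in Fig. 6C, where a log2 fold change of 1.69 was found. None of the alternatives run that were set before the data were examined closed any of these gaps.

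The paper states that mvp mRNA was not detected in knockout animals. Its data for this are qPCR and in situ hybridization of embryos. In RNA-seq of the knockout hearts mvp had 91, 107 and 108 counts after sham surgery and 429, 434 and 475 counts at 7dpa. Stage, tissue and assay differ, so these counts do not contradict the embryo data. The paper states that most of the regeneration-related genes it examined were activated to a comparable level, and Figure 6C shows selected sets of them. At 7dpa 3 of the 14 tested genes of Figure 6C differed in level between the genotypes. Against wild-type sham hearts the median log2 fold change of the 14 genes was 2.42 in wild-type and 2.04 in knockout 7dpa hearts. For these genes this is near the paper's reading, by a contrast that was added after the results were seen. Measured from the sham hearts of the same genotype, the response differed for 7 of the 14. In Fig. 6B the paper groups the hearts by regeneration status. Here the 7dpa libraries of both genotypes lay 92.9 apart, nearer each other than to wild-type sham libraries, and injury held more of the sum of squares (39.1%) than genotype (25.6%). The sham libraries did not group in this way, since the mean distance from knockout sham to knockout 7dpa libraries was 91.6, below the distance of 140 to wild-type sham libraries.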

Other observations

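The tests of genes read in some groups only and of a shared RNA pool were chosen only after the result was seen; the test of genes near mvp and the comparisons with other splits were set before.

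Some genes had at least 50 counts in every library of some groups and at most 3 in every library of the others. There were 17 such genes, of which 0 followed genotype and 0 followed surgery in both groups, and 16 set wild-type sham apart from the other groups. A genetic difference carried by the knockout line would follow genotype, so it does not explain these 17 genes. The rule passes over genes with fewer counts and cannot exclude such a difference elsewhere. CHST12 had 0 counts in every knockout library. It had 6, 13 and 15 counts in wild-type sham and 19, 68 and 55 in wild-type 7dpa libraries. The deleted gene mvp does not meet the rule either, with 91 to 475 counts in the knockout libraries. Immune gene families that vary between fish could explain part of the 17 genes. The MHC genes mhc2dga and mhc2dgb, which meet the rule and prompted this test, were left out of it. Of the 15 other genes with a symbol, 1 was in such a family (Fisher's exact test, two-sided, p = 0.0756), which does not decide it. The genes with the largest changes show the pattern: mhc2dgb was at least 203-fold higher at 7dpa than after sham surgery in the wild-type, and at least 69.4-fold higher in knockout than in wild-type sham hearts. morn2 was at least 146-fold and 88.5-fold higher in these comparisons. Reads of mhc2dgb could have been split with its copy mhc2dga in the authors' counting.

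Genes that neighbour mvp were placed by gene order in a later assembly, named GRCz12tu, in place of the build of the counts, a choice made after seeing which tables were given. Of the 25 tested genes on each side, 48% were called between the genotypes after sham surgery against 49.5% of all tested genes (Fisher's exact test, two-sided, p = 0.888), and 20% against 19.5% at 7dpa (p = 0.86). Linked sequence around the deleted gene is unlikely to account for the differences between the genotypes.

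Libraries of a group lay close together, except wild-type 7dpa replicate 1, which had a chi-square per degree of freedom of 92.9 and 95.5 against replicates 2 and 3. The lowest value was 2.2, between replicates 2 and 3 of that group, and the other pairs within groups reached at most 10.8. Libraries made from one RNA pool could give this, and it cannot be told apart from separate animals that differ little. The paper's statistics section gives biological replicates for all experiments. Its methods give a number of hearts, without saying whether it is a total or how hearts were divided among libraries. As a total it would be below the 12 libraries, and the p-values would then partly measure technical spread.

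Of the 4 splits that part as many same-numbered pairs, the real one alone, 1 of 4, gave as many called genes in the wild-type response, the knockout response and both comparisons between genotypes, and 0 of the other 6 splits, which part fewer pairs, gave as many. The same 1 of 4 held for the genes of Figure 6C higher in the wild-type and in the knockout, and for the interferon and apoptosis sets after sham surgery. For the inflammation and apoptosis sets at 7dpa it was 2 of 4, and 3 and 1 of the other 6. None can reach a share under 0.05.

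The paper reports more cell death in knockout hearts hours after surgery, a time not sequenced here. Of the apoptosis list, 9 genes were higher and 12 lower in knockout than in wild-type sham hearts (adjusted p = 0.014 by fry in limma), with a mean log2 fold change of 0.09. At 7dpa 8 were higher and 13 lower (adjusted p = 0.15), with a mean of -0.08. The list mixes genes that act for and against cell death. The direction of the set therefore does not tell whether apoptosis was higher or lower. With camera in place of fry the unadjusted p-value after sham surgery was 0.676. Of the other vault proteins, parp4 rose by 0.56 on the log2 scale in the wild-type (standard error 0.13, adjusted p = 0.00249 by edgeR's quasi-likelihood test) and by 0.28 in the knockout (adjusted p = 0.149). tep1 changed by -0.99 (adjusted p = 0.000104) and -0.66 (adjusted p = 0.00668). The vault RNA genes had at most 1 count per library.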
